A study of Mus musculus with 24 samples.

How the data were processed

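RNA from liver and bone marrow of male Erfe-/- mice was measured on 24 single-colour Agilent gene expression arrays, 1 array per sample. The samples fall into 6 groups, liver or marrow at 0, 24 or 48 h after phlebotomy through the retro-orbital sinus, with 4 mice at each time. Groups, times and replicate numbers were taken from the sample titles. Per the labels' protocols, RNA was isolated with Trizol and chloroform, its quality was checked on a Bioanalyzer, and Cy3-labelled cRNA was made with a single-colour labelling kit from Agilent.

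The deposited scanner files hold 1 array each. Their spot intensity was extracted with Agilent Feature Extraction and, per the file headers, the processed intensity is background subtracted and corrected for spatial trends within the array. It is not normalised between arrays. The authors also deposited a table of processed values on a log2 scale. The labels and headers do not state how it was made. Set against the scanner values of the same arrays, each of its columns kept the rank order of the scanner's median spot signal without background subtraction, with a Spearman correlation of 1 after rounding. Its quantiles were equal between arrays of a tissue, and its probes were filtered per tissue. This table was used only as an alternative.

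The processed intensity of each array was converted to log2 and the array's 75th percentile was subtracted. The 3671 control spots and all spots marked as outliers by the scanner software were left out, and 0 spots were saturated. The 59305 other spots represent 56605 probes, of which 300 carry 10 spots each, and spots of a probe were averaged. Probe positions are those of the mouse assembly mm9, per the file headers. The table of current gene names given with the data belongs to the later assembly GRCm38, so it served for names only. Of the probes, 32994 were named through their accession, 10224 through a symbol and 520 through an older synonym, and 12867 kept the name in the scanner files, giving 37008 distinct names. Whether a probe lies in an exon or an untranslated region was not analysed here.

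A probe was kept for a tissue where the scanner software marked it well above background on all arrays of at least 1 group. Each gene was represented by the kept probe with the highest mean over the arrays of the fit, and where a gene's other kept probes moved differently, their changes are given. Changes were tested with limma (lmFit and eBayes, two-sided moderated test), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p-value, without a fold threshold. The 3 times of a tissue were fitted together on 12 arrays, sharing an estimate of the spread. The difference between tissues in the change after phlebotomy was tested as an interaction over all 24 arrays. Where 4 arrays are set against 4, the exact two-sided permutation test cannot give a p-value below 0.0286. A probe not well above background on any array of a group has only a bound there. Its fold is then given as "at least N-fold": the mean of the brighter group against the mean, per array of the dimmer group, of the higher of the probe's own value and the lowest signal among probes well above background. Such a bound holds for the processing described here only, since some alternatives gave smaller changes.

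The genes named in the text were fixed by a rule: Erfe first, as the gene knocked out; then 15 candidate genes in liver and 10 in marrow, 1 of which is counted but not reported here, from hepcidin regulation, iron handling and erythropoiesis; then, for each tissue and for 24 h and 48 h against 0 h, the 5 genes with the largest fitted increase and the 5 with the largest fitted decrease among those past the threshold whose 4 later arrays all lay on the same side of the 4 arrays at 0 h. Names that are only a probe, accession, position or predicted gene were passed over. Any gene outside this rule is said to have been chosen after its values were seen. In addition, 14 gene lists were tested with limma's camera at its preset correlation of 0.01, with fry and with camera under an estimated correlation beside it, where at least 5 members were measured. The lists were targets of BMP and SMAD signalling, erythroid genes, STAT5 targets of stress erythropoiesis, hypoxia, acute phase, sterol synthesis, circadian clock, cell cycle, B cells, early neutrophils, late neutrophils, monocytes and macrophages, eosinophils and mast cells, and megakaryocytes.

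The sample groups, the tests, the candidate genes, the gene lists, the naming rule and all alternatives but 2 were chosen before the data were examined. The 2 added later, after the data were seen, were the position of the array on its slide as a block and a test of every kept probe. The alternatives covered scaling, background correction, the authors' processed values, the filter on dim probes, probes per gene, the slide, the replicate number, the variance model, array weights, the arrays in the fit, a 2-fold threshold and leaving out each array in turn. Genes named by the rule were not followed singly under some of these. They were the fit of only the groups compared, the 2-fold threshold, the mean of a gene's probes and the test of every kept probe.

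The arrays lay on 3 slides of 8, each with 4 livers and 4 marrows from more than 1 time, so the slide was fitted as a block among the alternatives. The steps were tested on simulated data in which 200 genes were changed by 1.5 on the log2 scale. Of these, limma recovered 93% for liver at 24 h, 92.5% for liver at 48 h and 89.5% for liver between 48 and 24 h, over 19488 genes. In marrow, over 21031 genes, 89% were recovered at 24 h and 91% in each of the other 2 comparisons. For the difference between tissues, over 22143 genes, 70.0% were recovered at 24 h and 66.5% at 48 h. False calls in liver were 6.06% of calls at 24 h, 7.5% at 48 h and 6.77% between 48 and 24 h. The simulated noise was independent between genes, and 200 changed genes make the adjusted threshold easier to pass than few would. These shares therefore do not give the power behind the lack of called genes in liver. R 4.3.3, limma 3.58.1 and version 1.17.8 of data.table were used.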

Results

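Liver and bone marrow of male mice lacking Erfe were profiled at 0, 24 and 48 h after phlebotomy on 24 arrays, 4 mice at each time. Erfe encodes erythroferrone, a hormone released by erythroblasts that lowers production of the liver hormone hepcidin after blood loss. The comparisons ask which transcripts of each tissue change after bleeding in mice without it. The design has no wild-type mice and no unbled mice at 24 or 48 h. A change can therefore not be tied to the lack of Erfe, nor told apart from effects of handling. Levels are log2 signal relative to the 75th percentile of the array, given as mean ± SD over 4 arrays, and every change is the later time minus 0 h unless another pair is named. That percentile lay between 361.2 and 473.1 intensity units on the liver arrays and between 715.0 and 954.7 on the marrow arrays. Of 56605 probes, 28079 to 34499 were well above background on a liver array and 32368 to 35771 on a marrow array. Spearman correlations between arrays of a tissue, each over 66 pairs, were 0.980 to 0.993 in liver and 0.967 to 0.993 in marrow, and 0 arrays were identical. The number of arrays limits the precision: the median standard error of a change was 0.12 in liver and 0.13 in marrow on the log2 scale.

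The array carries 2 probes for Erfe on mm9 chromosome 1, A_51_P121179 at 93270468 to 93270527 and A_55_P2156022 at 93267977 to 93268036. Neither was well above background on any of the 12 livers (0 of 12 for each). In marrow, A_55_P2156022 was above background on 0 of 12 arrays, with values from -7.56 to -4.71. A_51_P121179 was above background on 1 of 12, marrow 24 h replicate 2, at -2.61, and at -6.84 or lower on the others. The lowest signal of any probe well above background was -5.83 to -4.83 on the marrow arrays. Apart from that 1 spot, Erfe was not well above background on any array, which is what the genotype in the labels implies. With no wild-type arrays, whether these probes detect Erfe could not be checked. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were above background on 24 of 24 arrays and Xist on 0 of 24, which matches the sex in the labels.

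In liver, 19649 genes were tested, and limma called 0 genes past an adjusted p of 0.05 at 24 h, 0 at 48 h and 0 between 48 and 24 h. At an unadjusted p under 0.05 there were 2146, 1266 and 1499 genes, and the smallest adjusted p-values were 0.321, 0.268 and 0.221. The 4 later arrays lay entirely on one side of the 4 arrays at 0 h for 1086 genes at 24 h (5.53%) and for 826 genes at 48 h (4.20%). The 48 h and 24 h arrays were separated in this way for 720 genes (3.66%). Chance alone separates 2.86% of genes. The alternative that moved these counts most was leaving out liver 48 h replicate 1, which gave 9 genes at 48 h.

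Of the 15 candidate genes in liver, 14 were tested. Epo (A_51_P143659, chromosome 5, 137925734 to 137925793) was well above background on 0 arrays of any group. Over all genes 0 candidates passed the threshold in limma at 24 h and 0 at 48 h, against 5 and 4 at an unadjusted p under 0.05. Adjusted over the list alone, 1 passed at 24 h and 4 at 48 h. Between 48 and 24 h, 4 had an unadjusted p under 0.05 and 0 passed either adjustment.

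The transcript of hepcidin, Hamp (A_52_P669922, chromosome 7, 31727490 to 31727549), had a level of 7.18 ± 0.38 at 0 h, 6.66 ± 0.43 at 24 h and 5.42 ± 0.83 at 48 h (SD, n = 4). At 48 h it fell by 1.76 (SE 0.37), with all 4 of 4 arrays below those at 0 h. That difference had an exact two-sided permutation p of 0.0286, the smallest 4 against 4 arrays can give. The limma p was 0.00662 adjusted over the list alone and 0.421 over all genes, so it failed the correction over all genes. Over 19 alternatives the adjusted p ran from 0.0225 to 1.0. It passed only without liver 48 h replicate 1, where the change was -2.15. The 24 h change, -0.52, was not established at this number of arrays (exact permutation p 0.114). Hamp2 (A_52_P21486, chromosome 7, 31707520 to 31707579) went from 4.25 ± 0.46 at 0 h to 2.61 ± 0.93 at 48 h, a change of -1.63 with 3 of 4 arrays below those at 0 h. Its limma p was 0.0345 adjusted over the list alone and 0.635 over all genes, and its exact permutation p was 0.0571.

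Among the other liver candidates, Gdf15 (A_55_P1960735, chromosome 8, 73153293 to 73153352) rose from 0.34 ± 0.70 at 0 h to 1.67 ± 0.42 at 24 h and 1.80 ± 0.38 at 48 h. The 48 h change was 1.46 (SE 0.33), above 0 h in 4 of 4 arrays, with a limma p of 0.00662 adjusted over the list alone, 0.502 over all genes, and an exact permutation p of 0.0286. At 24 h the change was 1.33, with 3 of 4 arrays above, and the p-values in the same order were 0.0260, 0.325 and 0.0571. Smad7, an inhibitor of BMP signalling (A_51_P403636, chromosome 18, 75555371 to 75555430), went from -0.11 ± 0.27 at 0 h to -0.83 ± 0.40 at 48 h. This change of -0.72 had a limma p of 0.0148 over the list alone, 0.522 over all genes, and an exact permutation p of 0.0571, and the gene's other probe changed by 0.04. Fgl1 (A_55_P1984830, chromosome 8, 42276846 to 42276905) was 6.79 ± 1.35 at 0 h and 8.16 ± 0.24 at 24 h. The change of 1.37 had an exact permutation p of 0.143 and a limma p of 0.0971 over the list alone, and the gene's other probe changed by 0.16.

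The remaining liver candidates, Id1, Smad6, Atoh8, Bmp6, Bmp2, Tmprss6, Tfrc, Tfr2 and Slc40a1, did not pass at 24 or 48 h under either adjustment. Tfrc changed by 0.86 and Atoh8 by -0.47 at 24 h, both with a limma p of 0.0971 over the list alone, and Id1 by -0.62 at 48 h, with 0.213. In 3 of these genes a single array stood apart from the rest of its group: Atoh8 at -1.15 on liver 24 h replicate 1, Bmp2 at 1.02 on that array, and Slc40a1 at 3.13 on liver 0 h replicate 2.

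**Figure D1:**
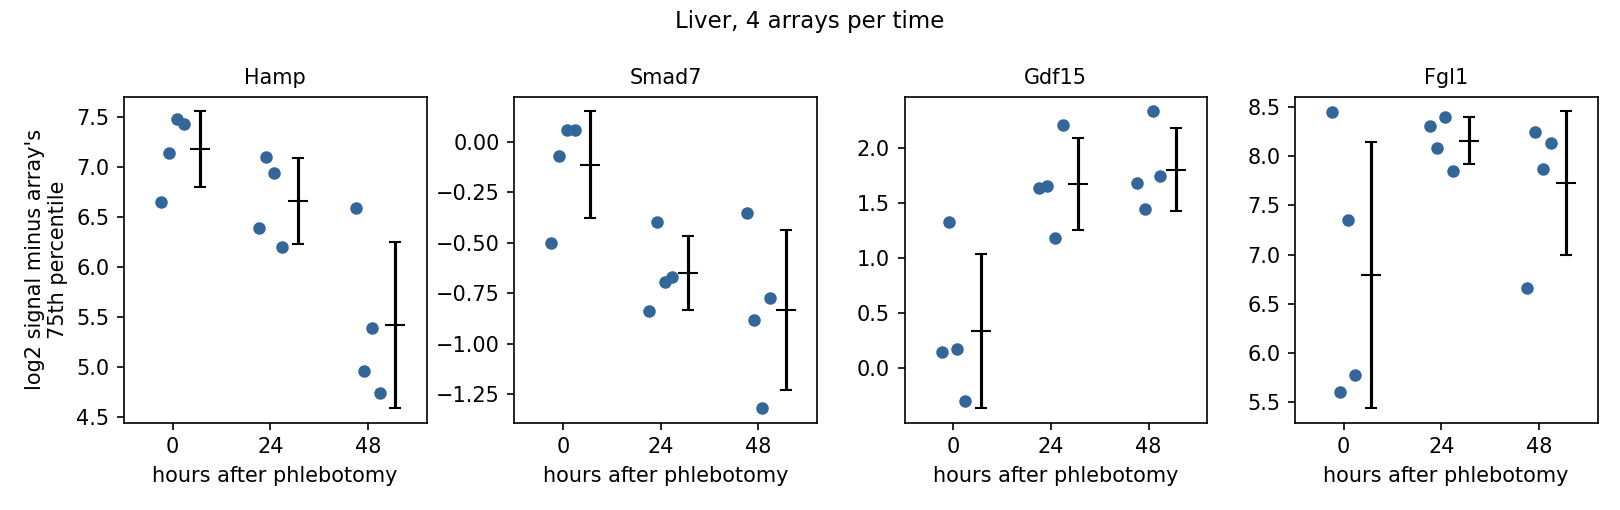
Level of Hamp, Smad7, Gdf15 and Fgl1 in liver (vertical axis, log2 signal relative to the array's 75th percentile) at 0, 24 and 48 h after phlebotomy (horizontal axis); points are single arrays, bars the mean ± SD of 4. All 4 arrays of Hamp at 48 h lie below those at 0 h, with a mean of 5.42 against 7.18, and all 4 of Gdf15 lie above, with a mean of 1.80 against 0.34.

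In bone marrow, 21399 genes were tested. Limma called 217 genes at 24 h, 118 higher and 99 lower, and 264 at 48 h, 227 higher and 37 lower. Between 48 and 24 h it called 1 gene, with 1644 at an unadjusted p under 0.05. All called genes had separated groups, and over all genes the groups were separated for 1770 at 24 h (8.27%), 2715 at 48 h (12.7%) and 793 between 48 and 24 h (3.71%), against 2.86% by chance. A change of at least 2-fold was measured for 77 called genes at 24 h, 43 higher and 34 lower, and for 52 at 48 h, 47 higher and 5 lower. Of these, 10 and 8 were not above background on any array of 1 group, and with such genes at their bound 75 and 48 stayed at 2-fold or more. The fit without a filter on dim probes tested 37008 genes and called 69 and 100, and array weights raised the counts most, to 385 and 645. Leaving out marrow 0 h replicate 2 gave 72 genes at 24 h, and leaving out marrow 48 h replicate 2 gave 98 at 48 h. Without marrow 0 h replicate 2 the split at 24 h was 54 higher and 18 lower.

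The 24 h and 48 h changes share the 0 h arrays. Across genes, which are not independent replicates, they correlated at 0.606 in marrow, and unchanged groups simulated against the same controls gave a mean of 0.499 and a highest value of 0.555 in 100 simulations. In liver the correlation was 0.548 against a simulated mean of 0.501 and highest value of 0.535. The simulated noise was independent between genes, while real arrays deviated together, so the simulated range may be too narrow. A correlation above it therefore does not show a response shared by both times. In marrow, 100 genes were called at both times, all 100 with the same sign.

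Among the 98 genes higher at 24 h that were eligible, the naming rule, which ranks fitted changes, gave 5 that were not above background at 0 h. Their increases are bounds, which have no order among themselves or against other genes. Ankrd36 (A_55_P2070316, chromosome 11, 5483975 to 5484034) went from -5.91 ± 0.60 to -1.94 ± 0.27, a change of 3.96 (SE 0.29, limma adjusted p 7.48e-05). The probe was above background on 0 of 4 arrays at 0 h, so the increase was at least 9.61-fold, and the gene's other probe changed by 1.05. Gng13 (A_51_P149422, chromosome 17, 25855911 to 25855970), Stc1 (A_55_P2805876, chromosome 14, 69659318 to 69659377), Trim15 (A_52_P233342, chromosome 17, 36997790 to 36997849) and Podxl (A_52_P380263, chromosome 6, 31470405 to 31470464) were likewise not above background at 0 h. They rose by at least 2.71-fold, 2.58-fold, 6.07-fold and 2.61-fold, with limma adjusted p-values of 0.000822 for Gng13, Stc1 and Podxl and 0.000532 for Trim15. All 5 stayed past the threshold in each of the 18 alternatives that gave them a value. The bounds hold for the reported processing only, as the lowest changes over these alternatives fell below them. On the log2 scale these were 1.73 for Ankrd36, 1.02 for Gng13, 0.89 for Stc1, 1.27 for Trim15 and 0.83 for Podxl.

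Of the 83 genes lower at 24 h, Dapl1 (A_51_P391955, chromosome 2, 59342824 to 59342883) fell by 1.97 (SE 0.30, limma adjusted p 0.0118), and 3 of its 4 arrays at 24 h were above background. Cxcr5 (A_52_P70796, chromosome 9, 44320071 to 44320130) fell by 1.85 (SE 0.33, adjusted p 0.0244). Brinp2 (A_55_P2793886, chromosome 1, 160175507 to 160175566) was above background on 0 of 4 arrays at 24 h, so its decrease was at least 2.0-fold (adjusted p 0.0183); on marrow 0 h replicate 4 it lay at -3.91 and on the other arrays at 0 h at -4.62 to -4.50. Pla2g2d (A_51_P232281, chromosome 4, 138337867 to 138337926) fell by 1.45 (adjusted p 0.0217) and its other probe by 0.81. Adam33 (A_55_P2083694, chromosome 2, 130876845 to 130876904) fell by 1.42 (adjusted p 0.0224), while its 3 other probes changed by -1.63 to 0.28. Leaving out marrow 0 h replicate 2 moved all 5 above 0.05, to adjusted p-values of 0.0514 for Dapl1 to 0.0941 for Cxcr5. The last 4 also lost the call without other single arrays. Over the alternatives in which single genes were followed, the highest limma adjusted p was 0.0767 for Brinp2, 0.0823 for Pla2g2d and 0.0818 for Adam33. The direction did not change in any of these alternatives. The bound of Brinp2 holds for the reported processing only, as its log2 change was as small as -0.40 over 18 alternatives.

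At 48 h the 5 genes that the rule gave by fitted increase, among 183 eligible, included 3 not above background at 0 h, whose rank is not established: Ankrd36 (at least 8.05-fold, limma adjusted p 0.000131, other probe 1.12), Podxl (at least 2.52-fold, adjusted p 0.000728) and Gng13 (at least 1.43-fold, adjusted p 0.00548). Gng13 was above background on 3 of 4 arrays at 48 h, and its adjusted p was 0.0627 under normexp background correction and at most that over 18 alternatives. Trib3 (A_55_P2009988, chromosome 2, 152163161 to 152163220) rose from -2.01 ± 0.27 to 0.96 ± 0.73, by 2.97 (SE 0.38, adjusted p 0.00357). C2cd4a (A_52_P583097, chromosome 9, 67678449 to 67678508) rose from -4.15 ± 0.21 to -1.43 ± 0.49, by 2.73 (SE 0.27, adjusted p 0.000703). Ankrd36 and Podxl stayed past the threshold in all 18 alternatives in which they were followed, and Trib3 and C2cd4a in all 19. The bounds of Ankrd36 and Podxl hold for the reported processing only, with lowest log2 changes of 1.52 and 0.79 over 18 alternatives.

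The rule gave 5 decreases among 32 eligible genes at 48 h. Slc16a4 (A_51_P340653, chromosome 3, 107114858 to 107114917) fell by 1.42 (SE 0.30, limma adjusted p 0.0473) and was above background on 2 of 4 arrays at 48 h. Bmp4 (A_55_P2154387, chromosome 14, 47003391 to 47003450) went from 0.34 ± 0.14 to -0.76 ± 0.38 (SE of the change 0.17, adjusted p 0.0113) and its other probe fell by 0.89; its level on marrow 0 h replicate 4 was 0.55, against 0.24 to 0.29 on the other arrays at 0 h. Bcat1 (A_55_P2907669, chromosome 6, 144947709 to 144947768) fell by 1.07 (adjusted p 0.0357), while its 2 other probes changed by -0.74 and -0.44. H2-Eb2 (A_55_P2004761, chromosome 17, 34476934 to 34476993) fell by 1.07 (adjusted p 0.0461, above background on 3 of 4 arrays at 48 h) and Pdcd1 (A_51_P285736, chromosome 1, 95935064 to 95935123) by 0.97 (adjusted p 0.0117). Bmp4 stayed past the threshold in all 19 alternatives and Pdcd1 in 18 of 19. Slc16a4 lost the call in 12 of 18, H2-Eb2 in 13 of 18 and Bcat1 in 9 of 19, with highest adjusted p-values of 0.152, 0.150 and 0.135, the last without marrow 48 h replicate 2.

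Of the 10 candidate genes in marrow, 9 were tested, since neither Erfe probe was kept. Over all genes, 1 candidate passed at 24 h and 1 at 48 h, both Tfrc, and 0 between 48 and 24 h, against 3, 4 and 3 at an unadjusted limma p under 0.05. Adjusted over the list alone the counts were 1, 4 and 1. Tfrc, the transferrin receptor (A_52_P228236, chromosome 16, 32632255 to 32632314), rose from 3.24 ± 0.13 at 0 h to 4.05 ± 0.20 at 24 h and 4.27 ± 0.21 at 48 h (SD, n = 4). The changes were 0.80 (SE 0.13, limma adjusted p 0.0143) and 1.02 (adjusted p 0.00325), with 4 of 4 arrays above 0 h and an exact permutation p of 0.0286 each. The gene's other probe changed by 0.77 and 1.0. At 24 h the call was lost in 3 of 19 alternatives, with an adjusted p of up to 0.0555, reached without marrow 0 h replicate 2, and at 48 h in 0 of 19.

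The erythroid factors Klf1 (A_51_P168630, chromosome 8, 87428881 to 87428940) and Gata1 (A_55_P2046852, chromosome X, 7536392 to 7536451) rose by 0.49 and 0.54 at 48 h, with limma p-values of 0.00663 and 0.00642 over the list alone and 0.0993 and 0.0876 over all genes. Klf1 went from 2.46 ± 0.20 at 0 h to 2.95 ± 0.15 at 48 h (SD, 4 arrays each). Klf1 and Gata1 passed over all genes in 1 and 2 of 19 alternatives, with a lowest adjusted p of 0.0451 and 0.0397; without marrow 0 h replicate 4 Gata1 passed. Alas2 (A_51_P327451, chromosome X, 147004993 to 147005052) changed by -0.38 at 24 h and was 0.56 higher at 48 h than at 24 h (limma p 0.0431 over the list alone, 0.563 over all genes). Gdf15 rose by 0.63 at 48 h (exact permutation p 0.0286, limma p 0.128 over the list alone). Epor and Twsg1 did not pass under either adjustment, and their other probes changed by 0.59 and 0.58 at 48 h. Epor lay at 4.48 on marrow 0 h replicate 4 and at 3.95 to 4.04 on the other arrays at 0 h. The brighter Fgl1 probe was flat in marrow, with 0.00 at 24 h and 0.09 at 48 h, while its other probe, A_55_P1984830, changed by 4.99 and 2.69. That probe was above background on 1 of 4 arrays at 0 h, and its 24 h change was 2.97 without the array with liver transcripts.

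**Figure D2:**
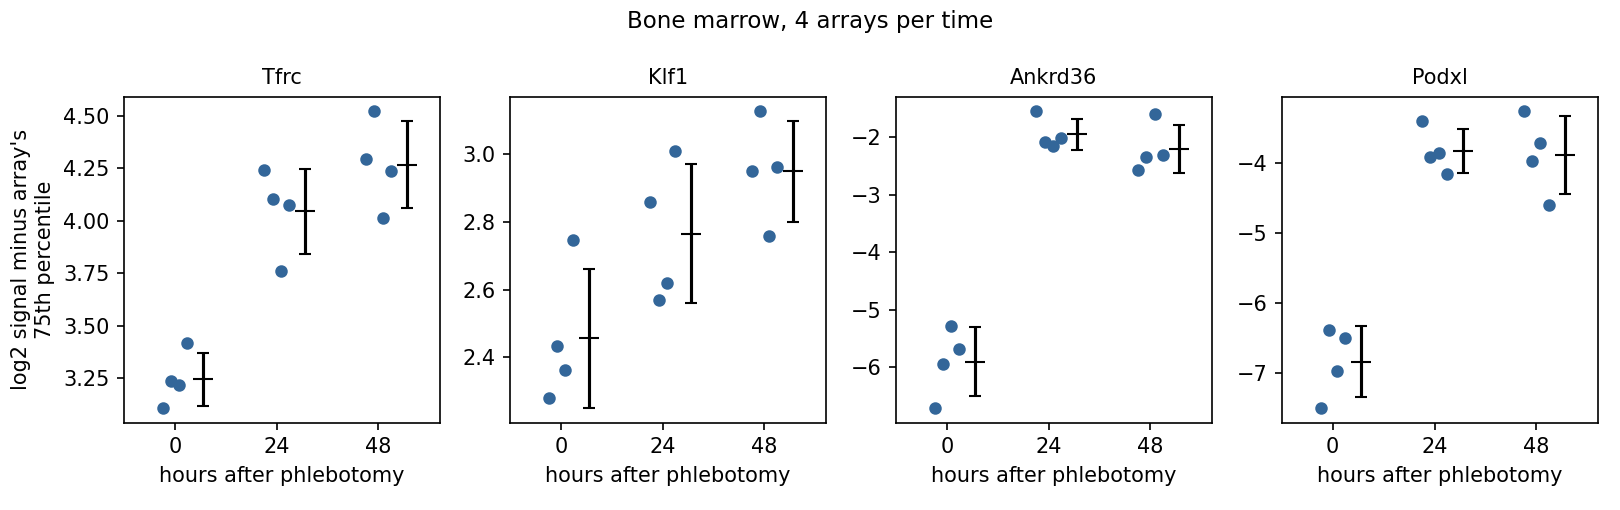
Level of Tfrc, Klf1, Ankrd36 and Podxl in bone marrow (vertical axis, log2 signal relative to the array's 75th percentile) at 0, 24 and 48 h after phlebotomy (horizontal axis); points are single arrays, bars the mean ± SD of 4. All later arrays of Tfrc lie above those at 0 h, with means of 4.05 and 4.27 against 3.24, and Klf1 reaches 2.95 at 48 h from 2.46.

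The 3 genes with the smallest p-values in marrow at 48 h, passing over the predicted gene Gm32051 (adjusted p 9.49e-06 at 24 h and 1.23e-05 at 48 h), were looked up after their values were seen. Cish, a STAT5 target (A_51_P470715, chromosome 9, 107204196 to 107204255), was -0.30 ± 0.21 at 0 h, 2.38 ± 0.14 at 24 h and 2.20 ± 0.27 at 48 h, with limma adjusted p-values of 9.49e-06 and 1.36e-05. Plek2 (A_52_P488437, chromosome 12, 79990231 to 79990290) rose by 2.07 at 24 h and 2.08 at 48 h (adjusted p 2.27e-05 and 1.60e-05). Nacad (A_52_P406181, chromosome 11, 6498603 to 6498896) was -4.23 ± 0.15, -3.29 ± 0.13 and -1.97 ± 0.21 at the 3 times. It was the only gene called between 48 and 24 h, with a change of 1.31 (SE 0.12, limma adjusted p 0.00417), and with 0 genes called when only the arrays of those 2 times were fitted.

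One marrow array, 24 h replicate 2, carried transcripts of liver. The median of 30 liver genes, chosen as markers after this array was seen to differ, was 22.0% of their liver mean there, with a lowest gene at 13.5%, against medians of 0.00727% to 0.0385% on the other 11 marrow arrays. Albumin (Alb) reached 59.4% of its liver signal. These percentages compare intensities that were not scaled between arrays. The 75th percentile was 900.6 on this array, against 361.2 to 473.1 on the livers, so on the scaled levels they would be lower. Without this array limma called 135 genes at 24 h, of which 120 were among the 217.

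**Figure D3:**
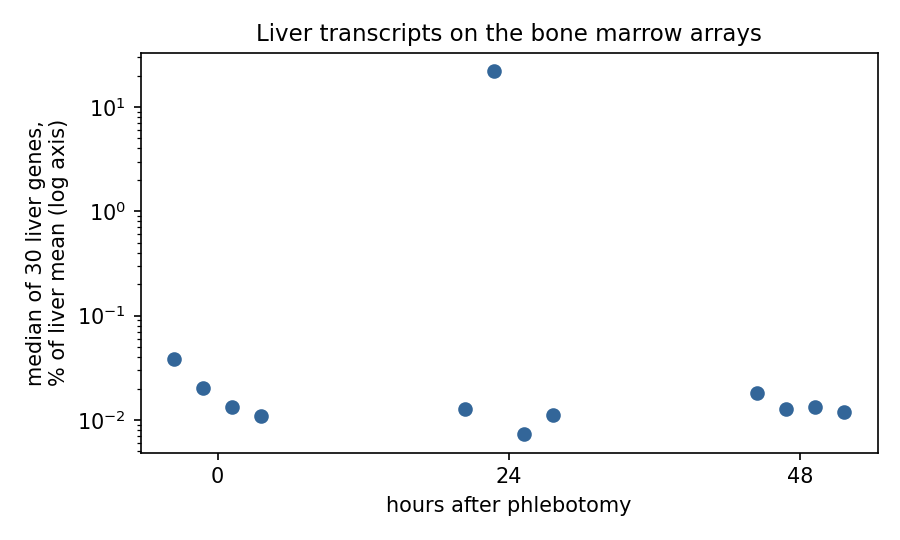
Median signal of 30 liver genes on each of the 12 marrow arrays, as percent of their mean in liver (logarithmic axis), by time after phlebotomy and replicate. Intensities were not scaled between arrays. Marrow 24 h replicate 2 stands at 22.0%, and the other 11 arrays lie at or below 0.0385%.

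The change after phlebotomy differed between the tissues for 83 of 22781 genes at 24 h, 52 with a higher and 31 with a lower change in marrow, and for 94 at 48 h, 87 and 7 (limma interaction). At an unadjusted p under 0.05 there were 2595 and 2508. Ankrd36 differed by 4.62 at 24 h (adjusted p 1.75e-06) and 3.66 at 48 h (adjusted p 9.72e-05). Differences past the threshold were also found at 24 h for Stc1 (3.65, adjusted p 0.00112), Trim15 (3.38, 0.00112), C2cd4a (2.96, 0.0197), Trib3 (2.91, 0.0228), Podxl (2.24, 0.0313), Cxcr5 (-2.37, 0.0252) and Adam33 (-1.44, 0.0406). At 48 h they were found for C2cd4a (2.67, 0.0293), Trib3 (2.82, 0.0279), Podxl (2.47, 0.0175) and Trim15 (2.44, 0.0175). Ankrd36, Stc1 and Trim15 were above background on 0 of 12 livers, C2cd4a on 6, Podxl on 7 and Cxcr5 on 9, so the sizes for these genes are uncertain, while Trib3 and Adam33 were above background on all 12 arrays of both tissues. For Gdf15 at 24 h (-1.50, adjusted p 0.201) and Tfrc at 48 h (1.22, 0.224) no difference between tissues was shown. Hamp was above background on 2 of 12 marrow arrays and 0 of 4 at 0 h, and its fitted difference of 0.57 at 48 h (SE 2.34, adjusted p 0.966) says little about either tissue. With liver and marrow of the same number and time as a random block, 164 and 167 genes differed, with all of the 83 and 94 among them. Leaving out marrow 0 h replicate 2 reduced the 24 h count to 24 and leaving out liver 24 h replicate 3 raised it to 176; at 48 h the count without marrow 48 h replicate 2 was 29.

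The 14 gene lists gave 81 tests, since the list of eosinophils and mast cells had fewer than 5 measured members in liver. Camera with its preset correlation passed 44 of them, 16 in liver and 28 in marrow, while fry passed 3 and camera with an estimated correlation 1. The estimated correlations ran from 0.015 to 0.959. With the time labels shuffled within each tissue, camera at its preset correlation still passed a median of 26 tests in 99 other draws, and fry a median of 0. The calls that fry also made were the STAT5 targets in marrow at 24 h (median change 0.60, 8 of 10 genes higher, camera adjusted p 5.20e-08, fry 4.32e-05) and at 48 h (0.37, 9 of 10 higher, 3.03e-06 and 4.32e-05), and the monocyte and macrophage genes in marrow at 24 h (-0.40, 1 of 14 higher, 1.03e-09 and 0.00614). Under an estimated correlation only the STAT5 targets at 24 h passed, at 0.0494. With Podxl, a member not above background at 0 h, at its bound, the medians of that list stayed 0.60 and 0.37. The list also holds Tfrc, an erythroid list member, and Cish. In 4 tests the median and mean of a list differed in sign and in 5 the median and camera's direction, none of them past the threshold in camera.

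Other lists passed in camera only. In marrow at 48 h, erythroid genes rose with a median of 0.47 (29 of 29 higher, camera adjusted p 1.27e-15, fry 0.0821) and cell cycle genes with 0.24 (24 of 24, 1.78e-08, fry 0.129), while eosinophil and mast cell genes changed by -0.35 (0 of 10 higher, 2.37e-05, fry 0.129) and BMP and SMAD targets by -0.30 (1 of 9 higher, 0.00108, fry 0.164). B cell genes changed by -0.55 at 24 h and -0.43 at 48 h (0 of 15 higher at both, camera 2.97e-06 and 3.30e-06, fry 0.293 and 0.301). Sterol synthesis genes rose at 24 h by 0.46 (19 of 19 higher, 3.58e-08, fry 0.301). Early and late neutrophil genes changed by -0.28 and -0.18 at 48 h (camera 0.0408 and 0.0434). Without marrow 48 h replicate 1 camera gave 0.305 for the neutrophil early list in bone marrow, 48 h against 0 h, and 0.314 for the neutrophil late list in bone marrow, 48 h against 0 h, and both calls were also lost without any of 4 other arrays. The circadian clock list changed by 0.12 at 24 h (camera 0.0123, fry 0.121). Hypoxia genes (-0.14, camera 0.0773) and megakaryocyte genes (0.10, camera 0.329) did not pass at 48 h. Acute phase genes had a median change of 0.79 at 24 h (camera 3.11e-06); for the acute phase list in bone marrow, 24 h against 0 h, leaving out the array with liver transcripts gave 0.17 (camera 0.0450), and it reduced the clock list to a camera p of 0.118 (circadian clock list in bone marrow, 24 h against 0 h).

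In liver, acute phase genes rose by a median of 0.48 at 24 h (21 of 22 higher, camera adjusted p 3.60e-09, fry 0.306) and 0.33 at 48 h (22 of 22). BMP and SMAD targets changed by -0.49 at 48 h (3 of 12 higher, camera 8.48e-05, fry 0.174). Megakaryocyte genes (0.67, camera 0.00412), late neutrophil genes (0.90, 0.00640) and cell cycle genes (0.35, 7.17e-05) were higher at 24 h in camera only. Without liver 24 h replicate 1 the latter 2 lost the call: camera gave 0.0512 for the neutrophil late list in liver, 24 h against 0 h, and 0.0538 for the cell cycle list in liver, 24 h against 0 h. Hypoxia genes had a median change of 0.02 at 24 h.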

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

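The tests on the liver transcripts of 1 marrow array and on its Erfe spot were chosen only after these results were seen; the slide fits, the shuffled labels and the interaction tests were planned.

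Marrow 24 h replicate 2 stood far from the other arrays of its group in the level of liver genes. The median of 30 liver genes was 22.0% of their mean in liver, against 0.007% to 0.013% on the other 3 arrays at 24 h. These percentages are of intensities not scaled between arrays. A change of marrow cells after phlebotomy is argued against, since those 3 arrays reached at most 0.0129%, within the range of the 4 arrays at 0 h, 0.0109% to 0.0385%. Scaling and background correction act on all genes of an array and cannot raise liver genes alone. Liver RNA in this sample stays open and has the values it needs. The lowest of the 30 genes reached 13.5% and the highest 85.2%, and Alb had a signal of 332170, or 59.4% of its liver signal. Of the 30 genes, 4 are also in the acute phase list. Over 203 probes of liver genes, the deviations of this array from the liver mean followed those of liver 24 h replicate 2 with a Spearman correlation of 0.786 across probes, and those of the next closest, liver 24 h replicate 1, with 0.585. Probes are not independent replicates. A candidate explanation is that liver RNA of the mouse with the same number and time entered this sample, at tissue collection or later; the labels do not say whether the numbers mark the same mouse.

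On that array the Erfe probe A_51_P121179 was well above background at -2.61, against -7.91 to -7.10 on the other 3 arrays at 24 h. Liver RNA as its source is argued against, since Erfe was above background on 0 of 12 livers. The other Erfe probe, A_55_P2156022, was not above background there. An isolated bright spot may explain the signal: 54 probes were bright on this marrow array alone, and every marrow array had such probes, 9 to 119 of them. The second Erfe probe stood apart on marrow 48 h replicate 3, at -5.23 against -7.56 to -7.20, and was not well above background on any marrow array, so this difference lies within the background. No biological explanation was tested for either spot.

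Of 135 groups of 4 arrays tested for the named genes, 8 had a single array far from the other 3, or 5.93%, and chance gives about 1 in 20. Besides both Erfe spots these were Atoh8 at -1.15 (others -0.46 to -0.36) and Bmp2 at 1.02 (others 1.54 to 1.62) on liver 24 h replicate 1, Slc40a1 at 3.13 (others 3.61 to 3.64) on liver 0 h replicate 2, and Bmp4 at 0.55 (others 0.24 to 0.29), Brinp2 at -3.91 (others -4.62 to -4.50) and Epor at 4.48 (others 3.95 to 4.04) on marrow 0 h replicate 4. The number is close to what chance gives, although 3 of the 8 fall on marrow 0 h replicate 4. Without that array limma called 131 genes at 24 h and 233 at 48 h in marrow. Bmp4 stayed past the threshold, and Brinp2 in bone marrow at 24 h had an adjusted p of 0.0572 (0.0106 to 0.0767 over 18 alternatives). Each of these deviations lies within a group, so the design offers no biological explanation, and none was tested.

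The change after phlebotomy differed between marrow and liver, by limma's interaction test, in 13 of the named results. At 24 h these were Ankrd36 (4.62), Stc1 (3.65), Trim15 (3.38), C2cd4a (2.96), Trib3 (2.91), Podxl (2.24), Cxcr5 (-2.37) and Adam33 (-1.44), and at 48 h Ankrd36 (3.66), Trib3 (2.82), C2cd4a (2.67), Podxl (2.47) and Trim15 (2.44). Chance is argued against for the number of genes past the threshold: 1 of 100 draws of the time labels, the real one, gave as many at 24 h and 1 of 100 at 48 h. The largest counts of the other draws were 41 genes at 24 h, against 83, and 81 at 48 h, against 94, so the count at 48 h stands only little above them. By the number of genes at an unadjusted p under 0.05, 4 of 100 draws, the real one included, gave as many at 24 h and 2 of 100 at 48 h. A difference between slides as the whole cause is argued against, since 68 genes at 24 h and 79 at 48 h still differed with the slide as a block, against 83 and 94. Without the array holding liver transcripts the 24 h count was 50, but leaving out other marrow arrays gave as few or fewer, such as 24 without marrow 0 h replicate 2, so this does not tell whether that array adds to the count. Ankrd36, Stc1, Trim15 and Podxl were not above background in marrow at 0 h, and the first 3 not on any of the 12 livers, so the size of their difference is uncertain. Their increase in marrow is bounded from below under the reported processing only. Over 18 alternatives the lowest log2 change in marrow at 24 h was, in the same order, 1.73, 0.89, 1.27 and 0.83, and each gene stayed past the threshold. A response of marrow that liver lacks, and a change in the mix of marrow cells, remain open as biological explanations and were not tested.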

How the results depend on the processing

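The position of the array on its slide as a block and the test of every kept probe were chosen only after the data were seen; the other alternatives were planned. Of the 66 log2 changes of named genes, 22 were past the threshold. Of these, 11 stayed past it in all of 18 to 19 alternatives, 11 lost it in at least 1, and 0 changed sign. Of the 44 others, 4 passed in at least 1 alternative and 10 changed sign in at least 1, none of these with a change above 0.20.

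In liver, 0 genes were called under each alternative that kept all arrays. Leaving out single arrays gave 0 to 2 genes at 24 h (2 without liver 24 h replicate 4), 0 to 9 at 48 h (9 without liver 48 h replicate 1) and 0 to 1 between 48 and 24 h (1 without liver 24 h replicate 4). Hamp at 48 h was among the 9, with a change of -2.15 and an adjusted p of 0.0225 (0.0225 to 1.0 over its alternatives).

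In marrow at 24 h, against 217 genes, median scaling gave 142, of which 138 were among the 217. No filter on dim probes gave 69 (64 shared), array weights 385 (214 shared) and the 2-fold threshold 77. Leaving out single arrays gave 72 to 179, the lowest without marrow 0 h replicate 2 and 135 without the array holding liver transcripts. At 48 h, against 264 genes, median scaling gave 123, all 123 shared, no filter 100, the slide as a block 116 (114 shared), array weights 645 (all 264 shared), the 2-fold threshold 52, and the slide position as a block 152. Leaving out single arrays gave 98 to 233, the lowest without marrow 48 h replicate 2. Between 48 and 24 h, array weights gave 2 genes and the fit of only the 2 groups compared gave 0. No filter tests more genes, 37008 in place of 21399, and leaving out an array reduces the samples; for the other alternatives the cause was not tested. Median scaling also moved the split at 24 h, to 92 higher and 50 lower from 118 and 99. So did other alternatives: no filter gave 54 and 15, and leaving out marrow 0 h replicate 2, 3 or 4 gave 54 and 18, 70 and 30, and 96 and 35, while the slide as a block gave 83 and 89. Quantile normalisation, normexp, the authors' processed values, the stricter filter, the mean of a gene's probes, the variance trend, the fit of only the 2 groups and the test of every kept probe gave 153 to 286 genes at 24 h and 185 to 391 at 48 h, within 1.5 times the reported counts.

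For the difference between tissues at 24 h, against 83 genes, median scaling gave 25 (18 higher and 7 lower in marrow), normexp 167 (86 and 81), the authors' processed values 145, no filter 22 and the 2-fold threshold 40. Quantile normalisation kept the count at 82 with a split of 43 and 39. Leaving out single arrays gave 24 to 176, the lowest without marrow 0 h replicate 2 and the highest without liver 24 h replicate 3. At 48 h, against 94 genes, median scaling gave 18, no filter 24, the stricter filter 148, the variance trend 155, array weights 174 and the 2-fold threshold 27, and leaving out single arrays gave 29 to 103, the lowest without marrow 48 h replicate 2. Apart from the number of genes tested, the cause was not tested.

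The 44 gene list calls of camera became 3 with fry in place of camera and 1 with an estimated correlation, and stayed at 38 to 47 under the other alternatives, single arrays left out included. Fry and the estimated correlation allow for members that move together.

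Within a tissue the replicate numbers do not pair the samples. Deviations from the group means of arrays with the same number had a mean correlation of 0.0038 in liver, with 3 of 12 pairs above 0.1, and 0.0246 in marrow, with 6 of 12. Between liver and marrow of the same number and time the mean was 0.112, from 0.00521 to 0.194, with 7 of 12 pairs above 0.1, against a mean of -0.0375 and 1 of 36 for other pairs of the same time. Arrays of such a pair also share their slide and its row, not every pair is above 0.1, and the labels give 4 mice at each time, so that each mouse may have given both tissues, but do not say that equal numbers mark 1 mouse. The pairing across tissues is therefore not settled, and the reported difference between tissues is the fit without it, as planned. With the replicate block, marrow gave 126 genes at 24 h, 100 at 48 h and 2 between 48 and 24 h, and with the block across tissues (duplicateCorrelation) 164 and 167 genes differed between tissues, with all of the reported 83 and 94 among them; of the named genes, 0 gained or lost a call. Within a tissue only a number is shared, so calls lost under the block there are not read as weaker effects.

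Signal over background limits the sizes: at most 34499 of 56605 probes were well above background on a liver array, and the size of a change from a dim level depends on how background is handled. The change of Ankrd36 in marrow at 24 h, 3.96 as reported, was 1.73 with normexp and 2.32 with the authors' processed values. It ranged from 1.73 to 4.17 over 18 alternatives and stayed past the threshold in each.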

Other observations

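The tests on Fgl1, at its marrow probe and across livers, were chosen only after the values were seen; the splits of the samples, the slide and the clock genes were planned.

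Chance is argued against for the number of genes called in marrow at 24 h and at 48 h. At each time 1 of 35 splits of the 8 arrays into 4 and 4, the real one, gave as many. The other splits gave at most 1 and 8 genes. A share of 1 of 35 is the smallest these splits can give. A count of 1 gene, as between 48 and 24 h, was reached by 3 of 35 splits, so chance cannot be excluded for that count. The count does not decide on Nacad itself, the gene called, which passed in 22 of 23 alternatives. In liver 0 genes were called, so 35 of 35 splits gave as many by construction and that count decides nothing. By the number of genes at an unadjusted p under 0.05, 4 of 35 splits gave as many as the real one at 24 h, 6 at 48 h and 8 between 48 and 24 h, so chance cannot be excluded there. For the gene lists, 2 of 100 draws of the time labels, the real one included, gave as many camera calls as the 44 observed, so the number as such is unlike chance. Yet 99 other draws all had calls, with a median of 26 and up to 45, so a single camera call at the preset correlation is weak evidence. Under fry, 1 of 100 draws, the real one, gave as many as 3, and the others at most 2.

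A difference between slides as the whole cause of the marrow changes is argued against by the fit with the slide as a block, which still called 172 genes at 24 h, 149 of them among the 217, and 116 at 48 h. A part in the changes stays open, since arrays of a slide deviated together more often than others. In marrow the deviations of arrays sharing a slide correlated with a mean of 0.0602 (8 of 15 pairs over 0.1), against -0.0276 (7 of 33) for other pairs, and in liver with 0.0680 (6 of 15) against -0.0310 (1 of 33). As 0 genes were called in liver with and without the block, that fit cannot tell what the slide does to the liver comparisons.

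In marrow the clock genes parted. The mean of 6 genes of the Per, Dbp and Nr1d arm rose by 0.34 at 24 h and 0.28 at 48 h, while the Arntl and Clock arm, 2 genes, changed by -0.24 and -0.40. The difference of the arms was 0.58 at 24 h and 0.69 at 48 h, above 0 h in 4 of 4 arrays at both times (0.66 at 24 h without the array holding liver transcripts), with an exact two-sided permutation p of 0.0286, the smallest 4 against 4 arrays can give, and 0.0571 after Benjamini-Hochberg adjustment over the 4 comparisons of both tissues. In liver it was 0.44 and 0.63 (exact permutation p 0.0857 and 0.143). For liver an hour effect can thus not be told apart from none at this number of arrays. A difference in the hour of the day at sampling is a candidate explanation, as the labels give no hour; a response of these genes to bleeding remains open and untested. The whole clock list passed in camera in marrow upwards at 24 h (adjusted p 0.0123) and downwards between 48 and 24 h (median -0.15, adjusted p 0.00498), but not at 48 h against 0 h (0.651), and fry passed none of these (0.121, 0.256 and 0.568). Without the array holding liver transcripts both camera calls were lost, at 0.118 (circadian clock list in bone marrow, 24 h against 0 h) and 0.0896 (circadian clock list in bone marrow, 48 h against 24 h).

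In marrow, 1 of the 2 Fgl1 probes, A_55_P1984830, was brighter on all 8 later arrays than at 0 h. Its signal was 3.92 to 29.6 at 0 h, 53.9 to 92.7 at 24 h apart from 20199 on the array with liver transcripts, and 38.7 to 71.4 at 48 h, and it was above background on 1 of 4 arrays at 0 h and on all later ones. Leaving out the array with liver transcripts, the change was 2.97 at 24 h (SE 0.56, limma adjusted p 0.0570 over every kept probe) and 2.69 at 48 h (SE 0.52, adjusted p 0.0350, exact permutation p 0.0286). With that array the adjusted p-values were 0.207 and 0.436. The other probe, A_51_P275905 (chromosome 8, 42283445 to 42283504), did not move. Liver RNA as the source on these 7 later arrays is argued against: the signal was at least 3.09 times what their liver genes give, and up to 9.07 times, against 0.377 to 0.820 times on the arrays at 0 h. A rise of an Fgl1 transcript that carries this probe may explain it and was not tested against cross-hybridisation, which stays open.

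Fgl1 in liver varied widely at 0 h, with an SD of 1.35. Across the 12 livers it followed the mean of the 21 other acute phase genes, with a Pearson correlation of 0.951 and a Spearman correlation of 0.965, each with a permutation p of 1e-05, the smallest 100000 resamples can give. Without the 2 livers farthest from the median the values were 0.915 and 0.939 (permutation p 4e-05 and 0.00023), for deviations within times 0.935 and 0.811 (6e-05 and 0.00229), and for deviations within slides 0.958 and 0.944 (2e-05 and 1e-05). Deviations were shuffled over all 12 livers, although only livers of the same time or slide are exchangeable there. Their p-values, adjusted or not, may therefore be too small. After Benjamini-Hochberg adjustment over these 4 relations the p-values were, in the same order, 4e-05, 5.33e-05, 6e-05 and 4e-05 for Pearson's and 2e-05, 0.000307, 0.00229 and 2e-05 for Spearman's. The spread of Fgl1 at 0 h is thus consistent with a difference between mice in acute phase state, with r = 0.935 within times, whose cause was not tested.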
